A study of Mus musculus with 6 samples. Its data were reported in "Identification of hub genes and potential ceRNA networks of diabetic cardiomyopathy" (2023).

How the data were processed

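RNA-seq was carried out on the left ventricle of 6 mice, 3 of the db/db and 3 of the db/m genotype. The db/db mouse is homozygous for a mutation of the leptin receptor gene Lepr and becomes obese and diabetic, and the db/m mouse carries 1 mutated copy and served as the healthy control. Per the study's methods, the db/db mice received a high-fat diet and the db/m mice a laboratory diet for 16 weeks, so genotype and diet changed together and cannot be separated in any comparison. Groups and replicate numbers 1 to 3 were taken from the sample labels.

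The deposited values were FPKM (fragments per kilobase of transcript, scaled by the counted fragments of the library), which the authors made from paired-end reads of libraries depleted of ribosomal RNA. The authors aligned the reads to the mm10 assembly with STAR, removed duplicate and multi-mapped reads with samtools, and counted fragments per gene with featureCounts. The authors named GENCODE m28 and NONCODE v6 as annotation and called genes with edgeR at a fold change above 1.5 and an unadjusted p below 0.05. Removal of multi-mapped reads lowers the values of genes with near-identical copies, and removal of duplicates compresses the most abundant genes. Whether counting used the strand was not stated, so overlapping antisense genes may share fragments. The table held 21878 rows named by gene symbol. Spreadsheet conversion had turned 12 row names into dates, and these rows had no usable gene name. No column was left without a sample (0 unmapped columns). Long non-coding RNA, microRNA and co-expression modules were not analysed here.

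The FPKM values stood at discrete steps from which whole fragment numbers could be recovered. For each library, the value of 1 fragment in each gene was estimated from the steps, and the fragment numbers, gene lengths and library denominators were then solved together. All 16804 genes above 0 in at least 2 libraries gave whole numbers in all libraries (100%), and each library denominator lay within 0.000543 of a whole number. In a simulated table the procedure returned exact fragment numbers for 98.8% of 5700 genes and the exact denominator of all 6 libraries. The recovered fragments were used for depth, for thinning, for gene length and for an alternative fit. The main test stayed on FPKM, as fixed before the data were examined. The denominators were 22265009, 24181096 and 23744555 fragments in db/m replicates 1 to 3 and 22330206, 30938722 and 33601425 in db/db replicates 1 to 3. The rows of the table held 99.3% to 99.5% of these denominators. A transcript of 1 kilobase with 3 fragments, taken as the detection floor, has between 0.0893 and 0.135 FPKM at these depths. Floors cover counting error only, since fragments without molecular identifiers are not independent molecules.

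Differential expression was tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean-variance trend, two-sided) on log2(FPKM + 0.1), with genotype as the only factor and all 6 samples. Genes with a mean FPKM of at least 0.5 over the 6 samples were tested. Fold changes are therefore on the log2(FPKM + 0.1) scale, which understates the change of low genes. Genes were called by the study's threshold (fold change of at least 1.5 and unadjusted p below 0.05) and, separately, by fold change of at least 1.5 with a Benjamini-Hochberg adjusted p below 0.05. The main test was not edgeR, because the deposited unit was FPKM. Recovered fragments were fitted with voom as an alternative. Gene sets were tested with limma's camera (inter-gene correlation 0.01, sets with at least 5 tested genes), with adjustment over all sets tested. The members of each set were listed before the data were examined. Enrichment of 25 immune cell signatures was scored by single-sample GSEA in gseapy 1.3.1 (rank normalization, weight 0.25) on all genes, and the scores were compared with limma. With 3 mice against 3, an exact permutation test cannot give a p below 0.1, so it was given only beside single scores.

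Tests were tried on simulated data. With 200 of 13048 genes changed, limma recovered 100% of them and 4.31% of its calls were false. The planted changes were all larger than those of Pln, Trim63, Popdc2 and Tnnc1, so recovery of smaller changes was not tried. A set planted at a log2 change of 0.5 was recovered at 0.499 by camera, and a planted immune signature ranked 1 among 25 signatures. That signature was raised far beyond the simulated noise. Genes varied independently in these simulations, so they cannot show how the tests behave when genes are correlated. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 served for the remaining steps.

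Genes named in the text followed a rule fixed before the data were examined. They were the 5 hub genes of the study, Lepr, and the 5 largest rises and 5 largest falls among genes with a mean FPKM of at least 1, an adjusted p below 0.05 and no overlap between the groups, together with members of the sets reported. Coordinates are from GENCODE M21 (GRCm38, the same assembly as mm10). Symbols matched that annotation directly in 94.4% of rows and through an older symbol in 2.09%, and 3.50% had no match. The release the authors named belongs to a later assembly than mm10, and the symbols of the table were older ones, so the annotation actually used could not be settled.

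Alternatives fixed beforehand were other pseudocounts (0.01 and 1) and filters (none, mean FPKM of at least 5), FPKM scaled to the same sum in each library (the TPM scale), median-of-ratios factors, quantile normalization, correction for gene length, eBayes without trend or with robust estimation, the replicate number as a block, each replicate left out, camera with an estimated inter-gene correlation, and 2 other immune scores. Chosen after the data had been seen were voom on recovered fragments, sample weights and thinning to the smallest library. The replicate numbers come from the sample titles and belong to different animals.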

Results

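Left ventricular RNA of 3 db/db and 3 db/m mice was compared after 16 weeks to identify genes that differ between diabetic cardiomyopathy (DCM) and the healthy control. Each library held between 22265009 and 33601425 counted fragments, and the deepest libraries were db/db replicates 2 and 3. Of the 21878 genes in the table, 3967 were at 0 in all 6 libraries and 13123 had a mean FPKM of at least 0.5 and were tested. Across tested genes, the correlation of log2(FPKM + 0.1) was between 0.956 and 0.965 within db/m, between 0.945 and 0.981 within db/db, and between 0.902 and 0.954 between groups. These correlations are across genes, which are not independent replicates. The first principal component held 49.7% of the variance and separated the groups, with scores of -39.4, -43.4 and -20.6 in db/m replicates 1 to 3 and 8.96, 24.1 and 70.4 in db/db replicates 1 to 3. The db/db mice thus spanned a wider range on this axis than the db/m mice, and this came from db/db replicate 3. Replicates 1 and 2 of db/db were the most correlated pair of libraries (0.981).

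As a check of the labels, the gene mutated in db/db mice was examined first. Lepr (ENSMUSG00000057722.17, chromosome 4, 101717404 to 101815352, plus strand) had 1.01 ± 0.60 FPKM (SD, n = 3) in db/m and 1.14 ± 0.18 FPKM in db/db, a log2 fold change of 0.32 with a standard error of 0.49 (limma adjusted p = 0.714). The difference was smaller than its error. Total Lepr therefore did not distinguish the groups, and values per gene do not resolve which transcript form was expressed.

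At the study's threshold, 942 genes were higher and 1784 genes were lower in db/db than in db/m, so 34.6% of the called genes were higher. With adjustment for 13123 tests, 124 genes were higher and 196 were lower. No overlap between the groups was seen in 32.1% of tested genes, against 10% by chance. That 10% is a mean over all splits of the mice. Since genes are correlated, a single split can lie far from it, and the share in other splits was not counted. The split of the calls depended on how the libraries were scaled. On the TPM scale, where FPKM has the same sum in each library, 511 genes were higher and 2651 lower (16.2% higher). With median-of-ratios factors the numbers were 1395 and 1294 (51.9% higher), and with voom on recovered fragments 1372 and 1351 (50.4% higher). Quantile normalization gave 1337 and 1303 (50.6% higher), and correction for gene length gave 1191 and 1371 (46.5% higher). The median log2 fold change of all tested genes was -0.13 on FPKM, -0.32 on the TPM scale and 0.01 with median-of-ratios factors. Of the 942 higher genes, 937 were also called higher with median-of-ratios factors, and of the 1784 lower genes 1294 were also called lower. The deviations of same-numbered mice from their group means correlated by -0.09, 0.23 and 0.19 for numbers 1 to 3, with a mean of 0.11. With the replicate number as a block, 1008 genes were higher and 1959 lower at the study's threshold, and 126 and 191 after adjustment.

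**Figure D1:**
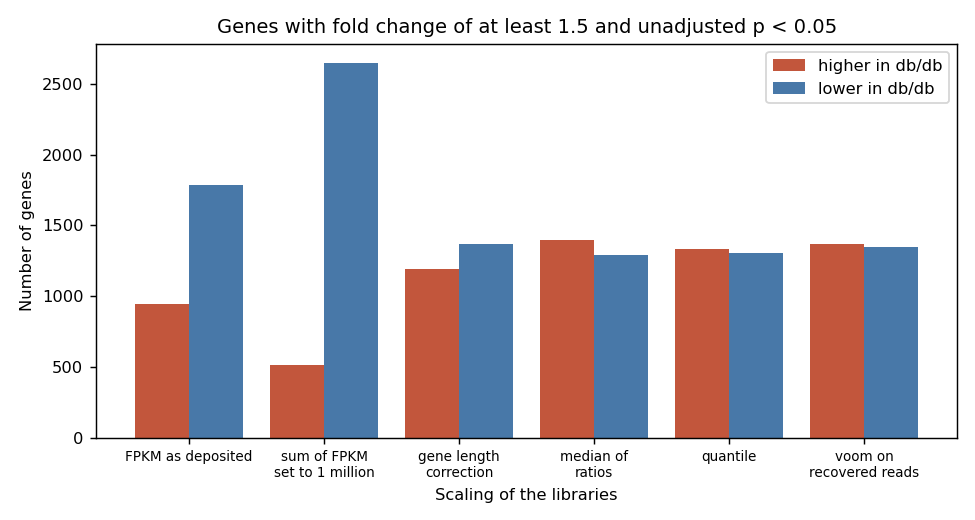
Number of genes (vertical axis) with a fold change of at least 1.5 and unadjusted p below 0.05 under 6 scalings of the libraries (horizontal axis), with red bars for genes higher and blue bars for genes lower in db/db. The bars for higher genes range from 511 to 1395, while those for lower genes range from 1294 to 2651.

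The expression of the 5 hub genes named by the study was compared between groups. Fabp3 (ENSMUSG00000028773.8, chromosome 4, 130308595 to 130315463, plus strand), a fatty acid binding protein gene, had 1340 ± 334 FPKM (SD, n = 3) in db/m and 6158 ± 3035 FPKM in db/db. Its log2 fold change was 2.11 with a standard error of 0.39 (limma adjusted p = 0.0415). Popdc2 (ENSMUSG00000022803.12, chromosome 16, 38362209 to 38378216, plus strand) had 83.4 ± 4.95 FPKM in db/m and 179 ± 50.5 FPKM in db/db, a log2 fold change of 1.07 ± 0.22 (standard error, adjusted p = 0.0488). Trim63 (ENSMUSG00000028834.13, chromosome 4, 134315120 to 134329629, plus strand) had 68.5 ± 1.98 FPKM in db/m and 136 ± 23.1 FPKM in db/db, and rose by 0.97 ± 0.19 on the log2 scale (adjusted p = 0.0442). Tnnc1 (ENSMUSG00000091898.8, chromosome 14, 31208312 to 31211729, plus strand) had 2999 ± 703 FPKM in db/m and 6492 ± 1040 FPKM in db/db. It rose by 1.13 ± 0.31, which did not pass adjustment over all genes (adjusted p = 0.0769). Pln (ENSMUSG00000038583.13, chromosome 10, 53337667 to 53345987, plus strand) had 521 ± 34.3 FPKM in db/m and 942 ± 308 FPKM in db/db and rose by 0.80 ± 0.27 (adjusted p = 0.118). Adjusted over the 5 hub genes alone, p lay between 0.00152 and 0.0164, but this list had been chosen by the study on data that included these libraries. In all 5 genes every db/db mouse was above every db/m mouse. An exact permutation test gave p = 0.1 for each, the smallest p possible with n = 3. Adjusted p values moved across the threshold under many alternatives, and for Fabp3 they ranged from 0.000251 to 0.152 over 21 alternatives, with the lowest from a fit with sample weights that did not converge. With the replicate number as a block, the adjusted p was 0.0472 for Fabp3, 0.0498 for Popdc2, Trim63 and Tnnc1, and 0.0870 for Pln, with the correlation of same-numbered mice at 0.11.

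**Figure D2:**
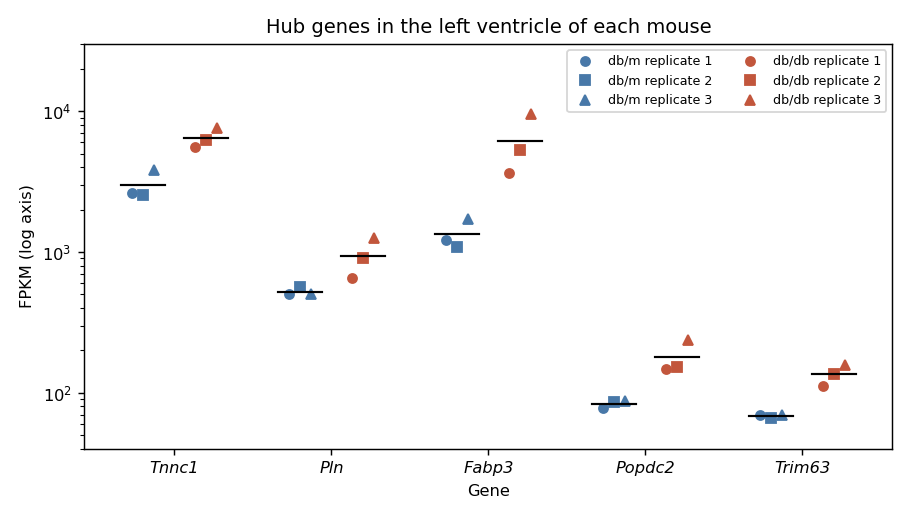
FPKM on a log axis (vertical) of the 5 hub genes (horizontal) in each of 3 db/m mice (blue) and 3 db/db mice (red), with symbols for replicate numbers and black lines for group means. In each gene the db/db mice lie above the db/m mice, and for Fabp3 the db/db values are 3624, 5329 and 9521 FPKM.

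The largest rises by the rule for named genes were found in Cyp1a1, Klk1b26, Lrtm1, Cacng6 and Fbp2. Cyp1a1 (ENSMUSG00000032315.6, chromosome 9, 57687928 to 57703824, plus strand) rose from 0.207 ± 0.147 to 2.52 ± 0.533 FPKM, with a log2 fold change of 3.19 ± 0.48 (adjusted p = 0.0337). Its db/m libraries held 12, 23 and 4 fragments. Log2 fold changes of Klk1b26, Lrtm1, Cacng6 and Fbp2 were 2.69, 2.60, 2.39 and 2.38, with adjusted p of 0.0299, 0.0254, 0.0497 and 0.0254. Klk1b26 belongs to a family of near-identical kallikrein genes, so its value is uncertain where shared reads were removed. Among the falls, Sln (ENSMUSG00000042045.6, chromosome 9, 53850164 to 53854560, plus strand) fell by 8.11 on the log2 scale (standard error 1.16, adjusted p = 0.0299), from 733 ± 848 FPKM in db/m to 1.07 ± 0.523 FPKM in db/db. The SD within db/m exceeded the mean, with 1676, 33.6 and 490 FPKM in replicates 1 to 3. Myl7 fell by 7.41, Myl4 fell by 6.64 and Mybphl fell by 6.21, with adjusted p of 0.0309, 0.0358 and 0.0359, and their db/m values were also highest in replicate 1 and lowest in replicate 2. Oas1g fell by 3.19 (adjusted p = 0.0398). It was even among db/m mice (2.82 ± 0.121 FPKM), but it belongs to a family of similar genes whose shared reads were removed. In db/db it was low and uneven (0.302 ± 0.340 FPKM), with 3, 43 and 10 fragments in replicates 1 to 3. All 10 of these genes kept their direction under each alternative in which they were tested, while the highest adjusted p over those alternatives lay between 0.130 and 0.192. With the replicate number as a block, their adjusted p lay between 0.0472 and 0.0498, against a correlation of same-numbered mice of 0.11.

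**Figure D3:**
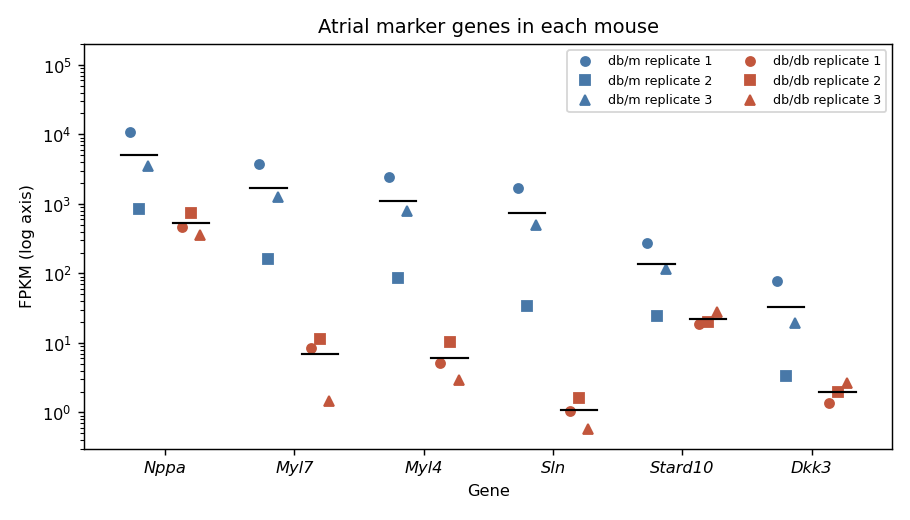
FPKM on a log axis (vertical) of 6 genes listed beforehand as atrial markers (horizontal) in each db/m mouse (blue) and db/db mouse (red), with symbols for replicate numbers and black lines for group means. In db/m each gene is highest in replicate 1 and lowest in replicate 2, and Myl7 spans 159 to 3722 FPKM in db/m against 1.46 to 11.2 FPKM in db/db.

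The study placed oxidative phosphorylation among rising pathways and NOD-like receptor and chemokine signaling among falling pathways, and these sets were tested on their listed members. The study had picked these pathways from genes called in the same libraries. The same direction was therefore likely beforehand, and the p values below are not independent support. Of 84 tested nuclear genes of oxidative phosphorylation, 81 were higher in db/db, with a median log2 fold change of 0.82 (camera adjusted p = 1.29e-27, limma). Of 76 genes of the NOD-like receptor set, 63 were lower, and the median was -0.63 (adjusted p = 7.19e-06). That list also holds chemokine ligands (Ccl2, Ccl5, Cxcl1 and Cxcl2) and interferon-induced genes such as Oas2, Gbp3 and Irf7. Of 31 chemokine ligand and receptor genes, 25 were lower, and the median was -0.85 (adjusted p = 0.0213). Relative to the median of all genes, these medians were 0.94, -0.51 and -0.73. These p values assumed an inter-gene correlation of 0.01. When the correlation was estimated from the data, none of the 3 sets passed adjustment (0.386 for each). With the replicate number as a block, the adjusted p were 2.62e-29, 1.41e-05 and 0.00999, with same-numbered mice correlating by 0.11. Among the members, Ndufb4 rose from 225.7, 213.9 and 256.3 FPKM in db/m to 437.1, 491.9 and 565.7 FPKM in db/db (log2 fold change 1.10, adjusted p = 0.0398), and Oas2 of the NOD-like receptor set fell by 2.48 (adjusted p = 0.0254). No chemokine gene passed adjustment (0 of 31), although 12 were lower and 2 were higher at the study's threshold.

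Further sets were tested in the same family of 15 sets. Fatty acid oxidation genes rose by a median of 0.70 (27 of 34 higher, adjusted p = 4.51e-09). Leaving out each replicate put this median between 0.44 (without db/db replicate 3) and 0.90 (without db/db replicate 1). Cardiac contraction genes rose by a median of 0.40 (20 of 26 higher, adjusted p = 4.30e-05), but with quantile normalization the median was 0.15 and the adjusted p was 0.362. Interferon-induced genes were lower in 38 of 38 genes with a median of -1.02 (adjusted p = 4.97e-10), although 2 of them were higher with median-of-ratios factors. Since the NOD-like receptor list also holds genes of this kind, the falls of both sets are not separate evidence. With the replicate number as a block, the adjusted p of these sets were 8.70e-09, 2.95e-05 and 4.19e-08. With the correlation estimated they were 0.386, 0.125 and 0.386. Extracellular matrix genes (median -0.14, adjusted p = 0.657) did not pass adjustment. Cytosolic ribosomal protein genes (median -0.002, adjusted p = 0.121) did not pass on FPKM, but their direction depended on the processing and on single mice. They passed as lower with quantile normalization (median -0.26, adjusted p = 0.000419), with length correction (-0.21, adjusted p = 0.00988), with the replicate block plus length correction (-0.21, adjusted p = 0.00425) and without db/db replicate 3 (-0.26, adjusted p = 0.00297). They passed as higher without db/db replicate 1 (0.17, adjusted p = 0.000306), without db/db replicate 2 (0.12, adjusted p = 0.000867) and without db/m replicate 3 (0.08, adjusted p = 0.00367).

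**Figure D4:**
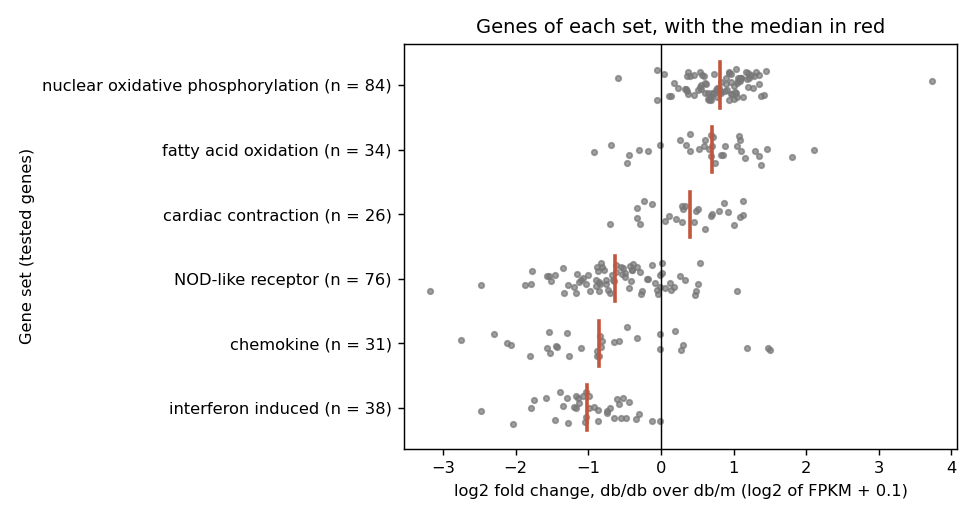
Log2 fold change of db/db over db/m on the log2(FPKM + 0.1) scale (horizontal axis) for each tested gene (grey points) of 6 gene sets (vertical axis), with the set median as a red line. The medians are 0.82, 0.70 and 0.40 for oxidative phosphorylation, fatty acid oxidation and cardiac contraction, and -0.63, -0.85 and -1.02 for NOD-like receptor, chemokine and interferon-induced genes.

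To compare immune cell infiltration, 25 signatures were scored in each library. No cell type differed after adjustment (0 of 25), and the smallest adjusted p was 0.0911 in limma. At an unadjusted p below 0.05, 4 cell types were lower and 0 were higher. The alternative that moved this most was the mean log2 value of the signature genes, under which 7 cell types were lower after adjustment. The study named 5 cell types as changed. The mast cell score was 328 ± 377 (SD, n = 3) in db/m and -371 ± 232 in db/db (exact permutation p = 0.1, two-sided). The memory B cell score was -564 ± 218 in db/m and -917 ± 94.7 in db/db (exact permutation p = 0.1). These groups did not overlap, and 0.1 is the smallest p this test can give. The activated CD8 T cell score was 1309 ± 63.3 in db/m and 1573 ± 197.7 in db/db, the natural killer T cell score was 1871 ± 302.1 and 1544 ± 112, and the monocyte score was 4941 ± 49.5 and 4773 ± 213. For these the groups overlapped, with exact permutation p of 0.2, 0.2 and 0.4. With limma, adjusted p of the 5 cell types lay between 0.0911 and 0.503. With the replicate number as a block no cell type passed adjustment either (0 of 25), and the adjusted p of the mast cell score was 0.221, with same-numbered mice correlating by 0.11 across genes.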

Values the study reported

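The study reported 1493 genes higher and 1609 genes lower in DCM mice than in controls, at a fold change of at least 1.5 and P below 0.05. In its signature scores of 25 immune cell types, infiltration by activated CD8+ T cells rose and that by memory B cells, NKT cells, monocytes and mast cells fell. By real-time PCR, the study found a rise of the 5 hub genes Pln, Fabp3, Trim63, Popdc2 and Tnnc1, with P at or under 0.05.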

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

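Voom on recovered fragments, sample weights and thinning were chosen after the data had been seen, and the other alternatives before. The cause of a change was not tested unless stated. The 3 gene sets and the 5 hub genes kept their direction under all alternatives run. Of 266 values of the main results under an alternative, 26 counts moved, 33 values no longer passed and 3 newly passed, and none reversed (0). A count was taken as moved if it changed by more than 1.5 times or, for 4 counts of immune cell types, if it left 0. Of 282 values for the other named genes and scores, 61 no longer passed, 4 newly passed and 2 reversed.

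The counts after adjustment (124 higher and 196 lower) were the least stable. They were 14 and 18 without a filter on low values, and 2 and 0 with eBayes without trend, where 908 and 1792 genes passed the study's threshold. The higher count was 69 on the TPM scale and 283 with quantile normalization. The lower count was 113 both with median-of-ratios factors and with the replicate block plus length correction. Leaving out each replicate gave from 0 to 191 higher and from 0 to 348 lower genes, and both were 0 without db/db replicate 2, where 744 and 1584 genes passed the study's threshold. At the study's threshold, the lower count was 1122 with a mean FPKM of at least 5 and the higher count was 511 on the TPM scale.

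Estimation of sample weights stopped before convergence and gave db/db replicate 2 a weight of 27, against 0.188 to 0.965 for the other mice. That fit called 1202 genes higher and 2029 lower after adjustment and let Tnnc1 (1.17) and Pln (0.79) pass, but a fit so dominated by 1 mouse gives no usable error estimate.

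Fabp3, Popdc2 and Trim63 no longer passed without a filter or without trend, with unchanged log2 fold changes of 2.11, 1.07 and 0.97. On the TPM scale Popdc2 (0.88) and Trim63 (0.78) did not pass, and with median-of-ratios factors Fabp3 (2.25) and Popdc2 (1.204) did not. Popdc2 also failed with a pseudocount of 0.01 (1.07), robust estimation (1.07), voom (1.19) and thinning (1.07). Tnnc1 passed with the replicate block (1.13, adjusted p = 0.0498, and 0.00143 to 0.278 over its alternatives, the lowest with sample weights). Across the fits that each left out a replicate, the log2 fold change lay between 1.74 and 2.44 for Fabp3, 0.85 and 1.19 for Popdc2 and 0.86 and 1.10 for Trim63. All 3 failed in the fits without db/m replicate 1, 2 or 3 and without db/db replicate 2, with adjusted p from 0.0653 to 0.171, and passed without db/db replicate 1 or 3. That of Lepr lay between -0.18 and 0.71, and it was -0.18 without db/m replicate 3.

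With the inter-gene correlation estimated, the sets of oxidative phosphorylation (0.82), NOD-like receptor (-0.63) and chemokine genes (-0.85) no longer passed. The chemokine set also failed without a filter (-0.58), at a mean FPKM of at least 5 (-0.58) and on the TPM scale (-1.08). With the filter at 5 the chemokine set held only 7 genes, and without a filter 51, against 31 in the main test. Most of its 31 genes thus averaged below 5 FPKM. Leaving out each replicate put its median between -1.18 and -0.62, and it failed without db/db replicate 1 (-0.74, adjusted p = 0.0633).

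The number of immune cell types that passed was 1 with genes of a mean FPKM of at least 0.5, 7 with the mean log2 of the signature genes and from 0 to 2 with each replicate left out. With genes of a mean FPKM of at least 0.5 it was the activated CD8 T cell score that passed, as higher (750.5, adjusted p = 0.0113), while under the mean log2 this score reversed to -0.10 (adjusted p = 0.604). Under the mean log2 the mast cell score (-0.88, adjusted p = 6.16e-07) and the memory B cell score (-0.51, adjusted p = 0.00403) passed as lower. The mast cell score also passed as lower without db/m replicate 2 (-903.7, adjusted p = 0.0141). Over all alternatives, the highest adjusted p was 0.244 for mast cells, without db/db replicate 1, and 0.801 for memory B cells, with genes of a mean FPKM of at least 0.5. Scaling by a factor per library cannot move these rank-based scores, so the 2 scaling alternatives show no stability. Long non-coding RNA was not analysed here.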

Other observations

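The tests of gene length on the split of the calls and of the order of db/m mice in both immune gene sets were chosen after their results had been seen, and the tests of the order of db/m mice among called genes were written once the order of the atrial markers was known.

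Atrial markers listed beforehand differed among the db/m mice far more than among the db/db mice. Nppa had 10827, 842 and 3479 FPKM in db/m replicates 1 to 3 and 471, 752 and 356 FPKM in db/db. All 5 of the other atrial markers with a mean FPKM of at least 0.5 that were listed (Myl4, Myl7, Sln, Stard10 and Dkk3) ranked the db/m mice in the same order as Nppa, while 0 of 8 red blood cell markers did. A candidate explanation is that the db/m pieces held differing amounts of atrial tissue and the db/db pieces little, and then Sln, Myl7 and Myl4 would be large falls through dissection and not through diabetes. A change of atrial genes within the ventricle cannot be excluded, and no biological explanation of the spread within db/m was tested. Most called genes did not follow the order of the atrial markers, or its reverse for the higher genes. Of 1778 lower genes other than these markers, 9.96% ranked the db/m mice in the atrial order (Wilson 95% interval 8.65% to 11.4%), against 15.7% of 10397 genes not called and 16.7% by chance. Of 942 higher genes, 7.01% were in the reverse order, against 10.03% of genes not called. The p threshold favours genes that were even within db/m, which can lower both shares by itself. The interval also treats genes as independent. A smaller atrial part in the calls is therefore not excluded. In the NOD-like receptor and chemokine sets, 0 of the mean levels followed the atrial order. All listed adipocyte markers except Cidea were highest in db/m replicate 1, some of them at low values. In db/m replicates 1 to 3, Ucp1 had 22.2, 0.906 and 0.589 FPKM and Cfd had 20.8, 1.07 and 0.0910 FPKM. Adipoq had 3.94, 0.504 and 0.137 FPKM in the same mice. Cidea was even (31.02, 25.5 and 31.9 FPKM).

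The rise of nuclear oxidative phosphorylation genes was set against technical explanations. In 10000 random lists matched on gene length and mean FPKM, the middle 95% of the medians ended at 0.28, and in lists matched on GC content it ended at 0.25, both under the observed 0.82. Correction of each library for gene length lowered the median from 0.82 to 0.64. Relative to all genes the median fell further, from 0.94 to 0.64. Length bias may therefore account for part of the rise but not for all of it. After thinning to the smallest library the median was 0.82, but FPKM is already scaled by depth, so this does not rule out depth. The rule set beforehand would have counted that value against depth, and this reading was changed after the result had been seen. Without the 100 most abundant genes, which left 52 of the 84 members, the median relative to all genes was 1.02, against 0.94 with them. GC content did not account for the rise in its test. A shift of a whole library by a few abundant genes cancels in a median relative to all genes. The test without the abundant genes therefore cannot decide on such a shift, and shows only that the rise was not confined to the most abundant members. Of the 4 splits of the 6 mice that part all 3 same-numbered pairs, only the real split (1) gave a median as large. The others reached 0.40 at most, and the 6 splits that part 1 pair reached 0.68. With 4 splits the share cannot be under 1 of 4 whatever the data, so this count cannot tell the rise apart from a chance division of the mice and is no evidence for one either, and diet cannot be told apart from genotype.

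The fall of chemokine and NOD-like receptor genes could come from dilution if cardiomyocyte transcripts took a larger share in db/db. Endothelial and fibroblast markers (24 genes) had a median log2 fold change of -0.17, a smaller fall than the -0.85 of the chemokine set and the -0.63 of the NOD-like receptor set. The 2 lists differed, with -0.35 for endothelial markers (10 of 14 lower) and 0.05 for fibroblast markers, so a partial dilution of endothelial transcripts is not excluded. The direction of the fibroblast markers depended on single mice. Their median was -0.21 without db/m replicate 2 and 0.39 without db/m replicate 1. Leaving out each replicate kept the endothelial median between -0.35 (without db/db replicate 1) and -0.23 (without db/db replicate 3). In the splits that part all 3 pairs, only the real split (1 of 4) gave a median as large for either set. The others reached 0.37 for the NOD-like receptor set and 0.61 for the chemokine set.

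Of the same 4 splits, only the real split (1) gave as many genes at the study's threshold or after adjustment. The others gave at most 325 genes in either direction, and 0 after adjustment. The 6 splits that part 1 pair gave at most 717 genes in either direction and 0 after adjustment. For the immune scores the real split gave 0 cell types after adjustment, so the comparison with all 4 splits could not come out otherwise. At an unadjusted p below 0.05 the real split gave 4 cell types and the others 4, 1 and 1, and the split that equalled it also gave 4 after adjustment. The number of genes higher at the study's threshold here was 942. That is lower than the value quoted from the study above. With median-of-ratios factors and voom the numbers were 1395 and 1372, closer to the quoted value. The number of lower genes here was 1784, which is above the quoted value. With the same alternatives it was 1294 and 1351, which is below the quoted value and farther from it. The number of immune cell types at an unadjusted p below 0.05 here was 4, and 0 passed adjustment. The unadjusted number is lower than the number of cell types named as changed in the values quoted from the study above. Mast cells and memory B cells were in both lists, while immature B cells and effector memory CD8 T cells were not named by the study.

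The 5 hub genes all kept at least 50% of their log2 fold change after correction for gene length (5 of 5), so length did not account for the whole of it. The change fell from 1.13 to 0.87 for Tnnc1 and from 2.11 to 1.83 for Fabp3, so length may account for part of those 2 rises. It grew from 0.80 to 0.92 for Pln, from 1.07 to 1.17 for Popdc2 and from 0.97 to 1.04 for Trim63. The median of all tested genes also moved with this correction, from -0.13 to -0.001. The growth for Pln, Popdc2 and Trim63 did not exceed that common shift. Gene length did differ between libraries. Per doubling of length, log2 expression relative to the mean of all libraries changed by -0.16 in db/db replicate 3 and by 0.10 in db/m replicate 2, against 0.02, 0.01, 0.03 and -0.002 in db/m replicates 1 and 3 and db/db replicates 1 and 2. After correction for length, 46.5% of the calls were higher, against 34.6% before and 51.9% with median-of-ratios factors. Gene length may explain part of the split, which cannot be told apart from the scaling of the libraries.

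Genes linked to the Lepr mutation could differ through variants carried along with it. Within 20 Mb of Lepr, 15.5% of 181 tested genes were called, against 20.8% of 12816 genes elsewhere (one-sided Fisher's exact p = 0.971), so no excess was seen there.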
